A study of Mus musculus with 6 samples. Its data were reported in "Extensive transcriptional and chromatin changes underlie astrocyte maturation in vivo and in culture" (2021).

How the data were processed

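Single-cell RNA-seq libraries (10x Chromium, 3′ chemistry) of ACSA2-enriched striatal cells from wild-type male C57BL/6 mice were analysed, 3 at postnatal day 3 (P3) and 3 at 3 months (3m). Ages and replicate numbers were taken from the sample labels. Each library was sequenced on 11 lanes per the labels, and none of the labels gives a sequencing or preparation batch.

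The deposited count table held UMI counts for 32285 genes and 16690 barcodes of all 6 libraries, before any filter on cells. To make it, the authors mapped reads to the mouse genome (mm10) and counted UMIs per gene with Cell Ranger, then merged the 6 filtered matrices without normalization. A deposited table of annotated cells gave, for each cell that the authors kept, the name of its cluster, the number of its astroglial sub-cluster, a pseudotime score and the bin of that score. The authors kept cells with over 500 genes and under 10% mitochondrial UMIs, normalized them with SCTransform, clustered all of them together at resolution 0.6 and re-clustered the astroglial clusters at 0.7. The pseudotime score was computed by the authors with Slingshot from a sub-cluster of cycling cells, and it has no unit.

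From the counts the same filter was applied to every barcode. It left out 2317 of 16690 barcodes, 1606 of them with at least 10% mitochondrial UMIs and 1053 with at most 500 genes (some failed both), and the 14373 cells it kept were all annotated. Cell types were taken from the authors' clusters and not rebuilt. Markers fixed beforehand were set against the 10 leading genes of each cluster by fold. A class was compared between ages only where none of its clusters had more markers of another class than of its own there. Endothelial clusters were therefore compared by number, and cluster 19, led by genes of multiciliated cells, was kept out of the astroglial share but not out of the astroglial sums. Clusters 20, 21 and 23, which the authors left unidentified for low marker expression, were given by number. In all, 9992 cells were astroglial, 1118 at 3m and 8874 at P3.

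Total UMIs ranged from 5471573 to 10522151 per 3m library and from 32193875 to 37795021 per P3 library. Astroglial sums ranged from 1157485 to 1843998 at 3m and from 22327104 to 30617140 at P3, so low genes were measured with less precision at 3m. Floors and intervals cover counting error only. Where a gene had 0 UMIs in all libraries of an age, its fold was given as a bound from a floor of 3 UMIs over the group. With 1 to 3 UMIs, the ratio was given with its 95% counting interval. Intervals of shares are Wilson intervals, and a share of 0 was given with the limit that a count of 3 would set.

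Cells are not replicates, so UMIs were summed per library (pseudobulk) and libraries were compared. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM scaling, genes kept by filterByExpr, and Benjamini-Hochberg adjustment, two-sided. A gene was called at an adjusted p of at most 0.05 and an absolute log2(fold change) of at least 1. Fold changes are 3m over P3, or cycling over non-cycling with library as a block. CPM are UMIs scaled to a total of 1000000 in the same sum. Gene lists were tested with camera (limma 3.58.1) at its preset correlation of 0.01, with fry and with camera at an estimated correlation. Values per library were compared by exact permutation tests of the difference in means, two-sided, which with 3 against 3 libraries cannot give a p below 0.1.

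Genes named in the text follow a rule fixed beforehand. The first kind are 28 genes that the study's text names, as lists for proliferation, immature astrocytes, mature astrocytes and transcription factors. Next come the 5 largest changes each way among called genes whose libraries do not overlap between the groups, with a mean of at least 50 CPM in the higher group, leaving out predicted and unnamed genes. The remaining lists are cytosolic ribosomal protein genes, 9 immediate early genes, 5 sex-linked genes and 4 haemoglobin genes. Any other gene was singled out after its values were seen. Gene coordinates are from GENCODE M21 (GRCm38), the build the authors used, and genes are named by the symbols of the count table. Counts of genes with near-identical copies, as in the histone, haemoglobin and ribosomal protein families, are uncertain to the extent that reads were shared.

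For the share of cycling cells, each astroglial cell was thinned to 2000 UMIs and shallower cells were left out. Cycling cells had a UMI in at least 2 of the 3 genes *Mki67*, *Top2a* and *Cdk1*. The lists were kept out of the variable genes of the clustering runs made here (Seurat 5.3.0, sctransform 0.4.2, 30 principal components), which served only as alternatives and whose clusters were named from the fixed markers. Doublets were not removed in the main results, as in the study. Scrublet (scanpy 1.11.5) marked 87 of 16690 barcodes, 76 at 3m and 11 at P3, and at P3 it has not worked. After seeing this, an alternative was added that leaves out the highest scores of each library at a rate of 0.8% per 1000 barcodes, 478 barcodes in all (61 at 3m and 417 at P3).

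Other alternatives listed beforehand were RLE scaling, no scaling, DESeq2 1.42.0, no filter on low counts, the replicate number as a block, libraries thinned to 1 depth, other cell filters, finer clustering, clustering of log-normalised values, cycling cells left out, oligodendrocyte genes left out, and each library left out in turn. Another listed alternative, a choice of astroglial clusters, and tests of 2 patterns are not reported here. For barcodes over 200 genes without a mitochondrial filter, 16639 in all, each was given its nearest cluster over 1000 genes. That assignment kept the class of 93.5% of the filtered cells. The tests were checked on simulated counts drawn from the real means, with 200 genes changed. All changes lay beyond the fold threshold, spared genes of low CPM, were nearly balanced up and down, and started from the same means in both groups. Genes near the threshold, low genes and scaling under the real difference in composition were therefore not checked. The test recovered 97.0% of them with 18 false calls among 15407 genes for all barcodes, 93.5% with 4 false calls among 13530 genes for astroglial cells, and 100% with 2 false calls among 13185 genes for cycling cells. Replicates of an age were compared gene by gene, and every pair differed by more than sampling noise. Tables were handled in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Bulk libraries, cultures and chromatin data of the study were not analysed here.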

Results

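Striatal cell suspensions enriched for astrocytes were profiled by droplet-based single-cell RNA-seq at postnatal day 3 (P3), when astrocytes are immature, and at 3 months of age (3m). The enrichment used magnetic beads against ACSA2, a surface antigen of astrocytes. All mice were wild-type C57BL/6 males, and each age had 3 libraries, numbered replicate 1 to replicate 3. The comparison of the ages asks how the transcriptome of striatal astrocytes changes as they mature. The count table held UMIs (unique molecular identifiers, which count each captured transcript once) for 32285 genes in 16690 barcodes, of which 4730 came from 3m and 11960 from P3. The 3m libraries had 1653, 1769 and 1308 barcodes (replicates 1, 2 and 3) with 10522151, 7144779 and 5471573 UMIs. The P3 libraries had 2607, 3771 and 5582 barcodes with 32193875, 37795021 and 35629869 UMIs. Of the 16690 barcodes, 14373 had over 500 genes and under 10% mitochondrial UMIs, and these were exactly the cells that the authors annotated. The filter left 3185 cells at 3m (801, 1399 and 985) and 11188 at P3 (2515, 3634 and 5039). In 3m replicate 1, 836 of 1653 barcodes had at least 10% mitochondrial UMIs.

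Depth and mitochondrial content per cell were compared first, because both bear on every later comparison. The median cell past the filter had 5266 ± 1880 UMIs at 3m and 7536 ± 2337 at P3 (mean ± SD over libraries, n = 3 each), with overlap between the libraries of the ages (p = 0.2, exact permutation test, two-sided). With 3 libraries against 3, this test cannot give a p below 0.1. Without P3 replicate 1 the difference in medians narrowed from -2270.3 to -1243 UMIs, and without P3 replicate 3 it widened to -3541. The median number of genes was 1954 ± 471 at 3m and 2733 ± 539 at P3 (p = 0.2, exact permutation test, two-sided). Mitochondrial UMIs made up 5.52 ± 1.62% of the median 3m cell and 1.84 ± 0.622% of the median P3 cell, with no overlap between the libraries of the ages (p = 0.1, the smallest possible, exact permutation test, two-sided). This difference of 3.68 percentage points grew to 5.04 over all barcodes, the alternative that moved it most. Among astroglial cells alone, the median UMIs were 4008 ± 1200 at 3m and 7707 ± 2120 at P3, again without overlap (p = 0.1, exact permutation test, two-sided).

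The composition of the preparations was taken from the 24 clusters named by the authors. Astroglial cells, without a cluster led by genes of multiciliated cells, made up 34.0 ± 6.56% of cells at 3m (26.6, 39.0 and 36.4% in replicates 1 to 3) and 79.0 ± 5.16% at P3 (78.5, 84.4 and 74.1%). Oligodendrocytes were 54.9 ± 3.71% of 3m cells, against 0 of 11188 P3 cells, which allows a share of up to 0.0268%. Both differences had p = 0.1 in the exact permutation test (two-sided), as did all others in this paragraph unless stated. The alternative that moved the astroglial difference of -45.0 percentage points most was a stricter cell filter, with over 1000 genes and under 5% mitochondrial UMIs, at -64.4 points. Without a mitochondrial filter and with nearest clusters the difference narrowed. At 3m, oligodendrocytes made up 21.4, 14.6 and 16.7% (replicates 1 to 3) of barcodes with at least 10% mitochondrial UMIs and over 200 genes, by nearest cluster. The shares of cells past the filter therefore depend on that filter. Microglia were 1.96 ± 0.471% of cells at 3m and 1.16 ± 0.224% at P3, and without 3m replicate 1 their difference of 0.797 points was 0.526. The cluster named pericytes, which had 1 of the fixed pericyte markers (*Des*) among its 10 leading genes, along with *Acta2*, *Tagln* and *Col3a1*, held 0.548 ± 0.238% of cells at 3m and 6.05 ± 2.34% at P3. It may not hold all pericytes at 3m. The difference narrowed where re-clustering named a further cluster of 68 cells as pericytes. The shares of oligodendrocyte precursors overlapped between the ages, at 0.391 ± 0.253% and 0.817 ± 0.387% (p = 0.3, exact permutation test, two-sided), and their difference of -0.426 points was -0.281 without 3m replicate 3 and -0.215 without P3 replicate 2. Neuronal cells were 0 of 3185 at 3m, which allows up to 0.0942%, and 0.502 ± 0.165% at P3.

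Endothelial clusters were compared by number, since globin genes led 1 of them. Cluster 7 held 5.59 ± 1.14% of P3 cells and no 3m cell, while cluster 17 held 5.50 ± 2.02% of 3m cells and 0.0133 ± 0.0230% of P3 cells. Cluster 12 held 2.32 ± 3.94% of P3 cells because 346 of its 349 cells lay in P3 replicate 3. Without that library its mean difference of -2.32 points was -0.0474, and that of cluster 13 (0.0677 ± 0.117% at 3m, 2.56 ± 2.70% at P3) moved from -2.49 to -0.974. The 4 clusters together made up 5.57 ± 2.04% at 3m and 10.5 ± 6.42% at P3, with overlap (p = 0.3, exact permutation test, two-sided). The multiciliated cluster 19 held 0.798 ± 0.312% of P3 cells and none at 3m, where 0 of 3185 cells allows up to 0.0942%. With it the astroglial share at P3 was 79.8%. Of the clusters that the authors left unidentified, cluster 20 held 0.892 ± 0.388% of P3 cells and none at 3m, and cluster 21 held 2.28 ± 0.784% of 3m cells and none at P3. Cluster 23 held 0.334 ± 0.578% at 3m and 0.281 ± 0.400% at P3 (p = 1, exact permutation test, two-sided). Its difference of 0.0528 points changed sign when 3m replicate 2 (-0.281), P3 replicate 1 (-0.0677) or P3 replicate 3 (-0.0578) was left out and lay between 0.220 and 0.284 without any other library.

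**Figure D1:**
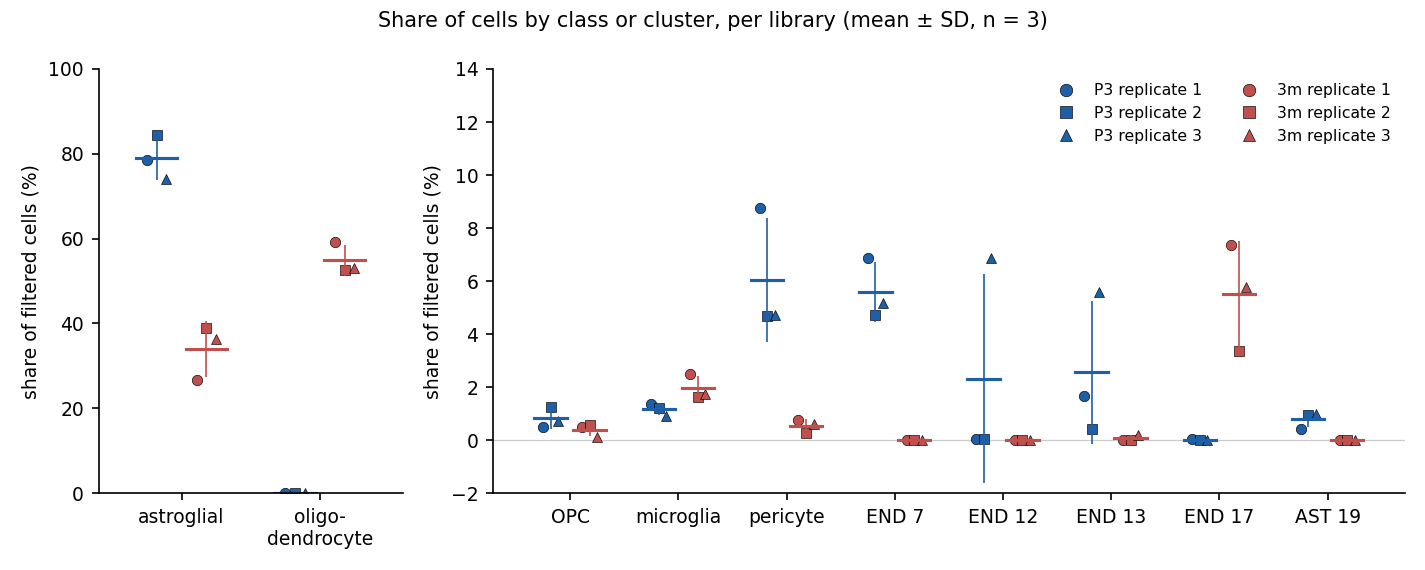
Percent of the cells past the filter in each class or numbered cluster, with 1 point per library and the mean ± SD over the 3 libraries of each age. Oligodendrocytes made up 54.9% of 3m cells and none of the P3 cells, while the astroglial share was 34.0% at 3m and 79.0% at P3.

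To compare the ages at the level of whole preparations, UMIs of all barcodes were summed per library and tested with edgeR. Of 15407 genes tested, 2837 were higher and 2482 lower at 3m at an adjusted p of at most 0.05 and an absolute log2(fold change) of at least 1 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). The total of 5319 calls moved most when every library was thinned to the smallest total, which left 4404. Without scaling beyond library totals the median log2(fold change) of all genes was -0.19 in place of 0.00, and 43.6% of calls were higher at 3m in place of 53.3%. The 10 most counted genes took 18.8 to 20.9% of UMIs in the 3m libraries and 10.6 to 10.9% in the P3 libraries. The 5 largest rises were *Mog*, *Opalin*, *Mobp*, *Klk6* and *Hapln2*, the first 3 of which were oligodendrocyte markers fixed beforehand. *Mog* (chromosome 17, 37010743 to 37023398, minus strand, GRCm38) had 17430 UMIs at 3m and 0 at P3. It was at least 25645-fold higher at 3m, taking a floor of 3 UMIs over the group (padj = 2.33e-07 by edgeR, detected in 3 of 3 libraries at 3m and in 0 of 3 at P3). *Opalin* was at least 24926-fold and *Klk6* at least 3154-fold higher on the same floor. With 2 UMIs each at P3, *Mobp* had a ratio of 56832 (95% counting interval 15733 to 469280) and *Hapln2* one of 7002 (1938 to 57819). Among the 5 largest falls, *Cdk1* had 1 UMI at 3m and 13236 at P3, a P3 to 3m ratio of 2899.7 (95% counting interval 520.4 to 114531), and *Top2a* had 3 and 17809, a ratio of 1301 (445 to 6306). The log2(fold change) was -9.51 for *Hist1h1b*, -8.59 for *Ube2c* and -8.00 for *Pbk*. Of the 10 UMIs of *Ube2c* at 3m, 8 lay in 3m replicate 3. With 1 library left out its value lay between -10.53 and -7.92.

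The astroglial comparison was restricted to the 9992 cells that the authors re-clustered as astroglial, to ask what changed within this lineage. The study proposes that some of the sub-clusters may be contamination by astrocytes of neighbouring regions. The remaining, telencephalic sub-clusters held 196, 285 and 309 cells in the 3m libraries and 1834, 2197 and 1837 in the P3 libraries. UMIs of all 9992 cells were summed to 1157485, 1843998 and 1472498 in the 3m libraries (213, 546 and 359 cells) and 22327104, 30617140 and 24582417 in the P3 libraries (1985, 3103 and 3786 cells). Of 13530 genes tested, 2140 were higher and 2204 lower at 3m (edgeR, thresholds as above). Thinning every library to 1157485 UMIs moved the total of 4344 calls most, to 2733 of 9178 genes tested. The split was 49.3% higher with TMM scaling and 38.6% higher (1753 higher, 2790 lower) with no scaling beyond library totals, which moved the median log2(fold change) of all genes from -0.04 to -0.24. Here the 10 most counted genes took 24.6 to 27.6% of UMIs at 3m and 12.5 to 13.8% at P3. Of 13496 genes tested in both comparisons, 1261 were called higher and 1393 lower at 3m in both. A further 87 were called in opposite directions. Of the 1576 genes called higher in all barcodes and not called higher in astroglial cells, 694 were not tested and 75 were called lower in the latter. Of the 1576, 48.4% had an oligodendrocyte CPM (UMIs scaled to a total of 1000000) over 5 times that in astroglial cells, against 9.28% of the genes called higher in both and 9.42% of all tested genes.

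The study's text names 28 genes of proliferation, immature astrocytes, mature astrocytes and transcription factors, and these lists were fixed before the data were examined. In astroglial cells 12 of the 28 genes were called higher and 7 lower at 3m, while 9 had no call. The study took its striatal maturation genes from its main pseudotime lineage, so a missing call in all astroglial cells is not a like comparison. The number called ranged from 15 to 21 across the reported alternatives. An adjusted p of at most 0.05 was reached by 26 genes over all genes tested and by 26 adjusted over the list alone. The second count is not independent evidence, since the study chose the genes partly on these libraries. In all barcodes, 7 of the 28 were called higher, 8 lower and 13 neither, and 22 reached an adjusted p of at most 0.05 over all genes as well as adjusted over the list alone.

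Among the 9 mature genes, 8 were called higher at 3m. The largest change was in *Gjb6* (chromosome 14, 57123303 to 57133611, minus strand), at 357 ± 20.6 CPM at 3m and 2.59 ± 0.691 CPM at P3. Its log2(fold change) was 7.31 (SE 0.23, padj = 1.12e-09 by edgeR, higher in 3 of 3 libraries at 3m than in any at P3). The log2(fold change) was 3.51 for *S100b*, 2.58 for *Aldoc*, 2.29 for *Slc1a2*, 2.17 for *Glul*, 1.88 for *Bmp2k*, 1.27 for *Apoe* and 1.02 for *Aqp4*. *Slc1a3* was higher by 0.57 (SE 0.21, padj = 0.0403 by edgeR, higher in 3 of 3 libraries) and therefore had no call. *Apoe* lost its call without 3m replicate 1 (0.98), with cycling cells left out (0.99) and under the stricter cell filter (0.93), which left 12 astroglial cells in 3m replicate 1. *Aqp4* lost it in 13 of 22 alternatives, among them RLE scaling (0.99), no scaling (0.83), the stricter filter (0.74), and those without 3m replicate 1 (0.84), P3 replicate 2 (0.99) or P3 replicate 3 (0.97). Of the 6 transcription factor genes, *Fezf2* (2.77), *Rorb* (1.97), *Dbx2* (1.36) and *Rora* (1.33) were called higher at 3m. *Lhx2* (0.86) and *Pou3f3* (0.71) stayed below the fold threshold. *Lhx2* was called at 1.04 without P3 replicate 3, and at 1.498 in sub-clusters of the telencephalic lineage alone, an alternative chosen after seeing the data.

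Of the 10 immature genes, 4 were called lower at 3m. *Fabp7* (chromosome 10, 57784881 to 57788450, plus strand) fell from 20990 ± 3070 CPM at P3 to 248 ± 84.2 CPM at 3m, with a log2(fold change) of -6.22 (SE 0.40, padj = 8.10e-08 by edgeR, lower in 3 of 3 libraries at 3m than in any at P3). *Nes* was at -6.59, *Olig2* at -3.19 and *Olig1* at -2.46, and without 3m replicate 2 they were at -7.45, -3.87 and -3.05. *Nfia* (-0.82), *Nfib* (-0.60), *Hes5* (-0.98) and *Id1* (-0.95) were lower but below the fold threshold. *Nfia* was called at -1.21 without 3m replicate 2 and at -1.01 without scaling. *Hes5* was called in 10 of 22 alternatives, with values down to -1.16 without scaling, and *Id1* in 7, with values down to -1.52 under the stricter filter. Of single libraries left out, *Hes5* was called without 3m replicate 1 (-1.05), 3m replicate 2 (-1.09) or P3 replicate 3 (-1.15), and *Id1* without 3m replicate 1 (-1.29), P3 replicate 2 (-1.01) or P3 replicate 3 (-1.11). *Id3* did not differ (-0.17, SE 0.21, padj = 0.514 by edgeR, lower in 3 of 3 libraries at 3m by CPM). *Sparc* (chromosome 11, 55394500 to 55423183, minus strand) was not called either (0.45, SE 0.47, padj = 0.454 by edgeR). Its 3m CPM were 198, 1222 and 342 against 542, 418 and 539 at P3, so that 1 of 3 libraries at 3m lay above P3, and without 3m replicate 2 the log2(fold change) was -0.74. In telencephalic sub-clusters alone, the alternative chosen after seeing the data, *Sparc* was called lower at -1.05. The 3 proliferation genes had 0 UMIs in the 3m astroglial cells. On the floor of 3 UMIs over the group, *Cdk1* was at least 183-fold, *Mki67* at least 132-fold and *Mcm2* at least 26.0-fold lower at 3m.

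Each list was also tested as a set with camera, using its preset correlation between genes of 0.01. The mature list was higher at 3m (median log2(fold change) 2.17, 9 of 9 genes higher, adjusted p = 3.07e-07 by limma camera), as was the transcription factor list (1.35, 6 of 6 genes higher, adjusted p = 0.000215). The proliferation list was lower at 3m (median -7.05 with its genes at their bounds, 3 of 3 genes lower, adjusted p = 0.000215), and so was the immature list (median -0.96, mean -2.15, 9 of 10 genes lower, adjusted p = 0.000215). All 4 calls held under fry. With a correlation estimated from the data, the proliferation (0.0394) and mature lists (0.0201) stayed below 0.05, while the immature (0.0815) and transcription factor lists (0.0701) did not. The study chose these genes partly on the same libraries. None of these p-values is therefore independent evidence for the direction of a list. At the preset correlation, a split of the libraries that mixes the ages gave smaller p-values for the immature and transcription factor lists.

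**Figure D2:**
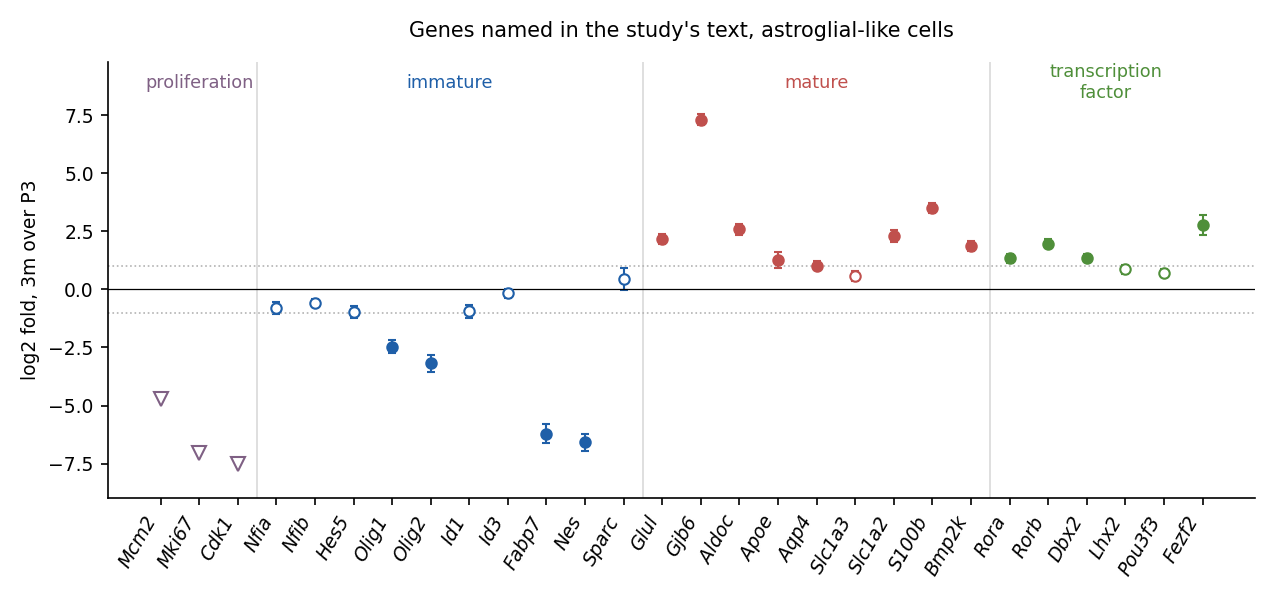
Log2(fold change) between 3m and P3 in astroglial cells for the genes of the 4 lists, with the SE from edgeR, filled where called. Open triangles are bounds for genes with 0 UMIs at 3m, and dotted lines mark the fold threshold of 1 either way. *Gjb6* at 7.31 and *Fabp7* at -6.22 are far beyond it, while *Sparc* and *Id3* lie within it.

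The largest changes among all genes in astroglial cells were chosen by a rule on size, level and separation of the libraries. Among the rises, *Etnppl* (chromosome 3, 130617448 to 130637521, plus strand) had 343 UMIs at 3m and 0 at P3, at least 1832-fold higher at 3m (padj = 6.23e-08 by edgeR, detected in 3 of 3 libraries at 3m). *Mobp* had 704 UMIs at 3m and 2 at P3, a ratio of 6100 (95% counting interval 1689 to 50366). *Rpe65* had 271 and 2 UMIs, a ratio of 2348 (650 to 19388), and both of its P3 UMIs lay in P3 replicate 3. *Mbp* (log2(fold change) 9.70) and *Lgi1* (8.67, and 9.29 without P3 replicate 3) followed. *Mbp* and *Mobp* were among the oligodendrocyte markers fixed beforehand, and their pooled CPM in 3m oligodendrocytes were 4725 and 1846, against means of 915 and 161 CPM in 3m astroglial cells. The largest falls were *Ube2c*, *Cdk1*, *Pbk*, *Mki67* and *Ccna2*, all with 0 UMIs at 3m. Their bounds were at least 319-fold, 183-fold, 160-fold, 132-fold and 82.3-fold lower. These intervals and bounds cover counting error only.

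Lists for dissociation, blood, sex and translation were examined in the same fits. All 9 immediate early genes were called lower at 3m in astroglial cells (median log2(fold change) -5.20, adjusted p = 7.96e-08 by limma camera and 0.0144 with the estimated correlation). *Fos* was at 9.33 ± 4.84 CPM at 3m and 1713 ± 304 CPM at P3. *Atf3* had 3 UMIs at 3m and 973 at P3, a P3 to 3m ratio of 18.7 (95% counting interval 6.40 to 90.8), and all 3 lay in 3m replicate 2. *Fosb* had 0 UMIs at 3m and was at least 60.5-fold lower. Without 3m replicate 2 the values of *Fos* and *Junb* were -7.83 and -5.84 in place of -7.24 and -5.20, and without 3m replicate 3 that of *Egr1* was -7.80 in place of -6.54. In all barcodes the 9 genes were called lower too, with a smaller median of -2.49, but *Atf3* lost its call without 3m replicate 1 (-0.996) or P3 replicate 3 (-0.79) and in barcodes past the cell filter (-0.76). Of 87 tested cytosolic ribosomal protein genes, 86 were lower at 3m and 58 were called (median -1.22, adjusted p = 4.87e-18 by limma camera). The median was -1.25 with RLE scaling and -1.40 without scaling, with 86 of 87 genes lower in each. With cycling cells left out, again 86 were lower, but the median was -0.93 and 38 were called. This list held under fry (0.00625) but not with the estimated correlation (0.207). No haemoglobin gene was called in either comparison, and the 2 tested in astroglial cells did not differ as a set (0.862 by limma camera, 1 higher and 1 lower by edgeR). In all barcodes *Hbb-bt* was called lower at 3m without 3m replicate 3 (-1.43). Of the sex-linked genes, *Xist* had 1 UMI at 3m and 11 at P3 in astroglial cells, and no Y-linked gene was called. *Eif2s3y* (0.78) was called without 3m replicate 2 (1.05) or P3 replicate 1 (1.07) and was at 0.18 without 3m replicate 1.

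To compare proliferation at equal depth, each astroglial cell was thinned to 2000 UMIs, and a cell was counted as cycling with a UMI in at least 2 of *Mki67*, *Top2a* and *Cdk1*. Of the astroglial cells, 212 at 3m and 1113 at P3 were shallower and left out. At 3m, 0 of 906 cells were cycling, which allows a share of cells with such UMIs of up to 0.331%. The share at P3 was 7.91 ± 1.02% (8.93, 6.90 and 7.89%, 603 of 7761 cells; p = 0.1, the smallest possible, exact permutation test, two-sided). Without thinning the shares were 0 of 1118 cells and 15.2 ± 1.84%, at median depths of 3631 and 7307 UMIs. Requiring only 1 marker in unthinned cells, the alternative that moved the result most, gave 0.0611% at 3m and 25.3% at P3. The definition left 579 thinned P3 cells just outside it with a UMI in exactly 1 marker, and 391 just inside it with exactly 2. As background from free RNA, 0 of 36 thinned neuronal cells at P3 met the definition, which by the Wilson interval allows up to 9.64% and cannot by itself exclude background at the level measured. Among 3m oligodendrocytes it was 0 of 1697.

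**Figure D3:**
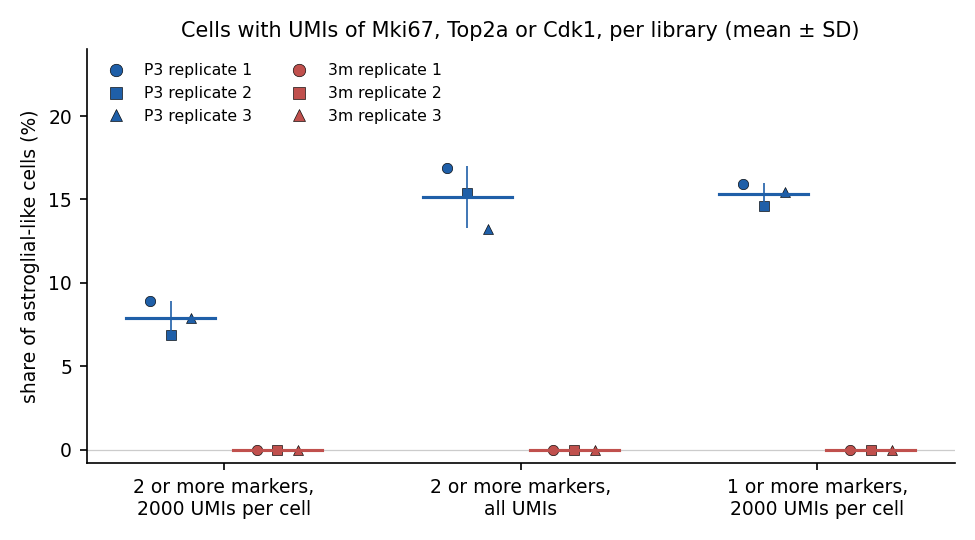
Percent of astroglial cells with UMIs of *Mki67*, *Top2a* or *Cdk1* under 3 definitions, with 1 point per library and the mean ± SD over the 3 libraries of each age. In the thinned cells with at least 2 markers, P3 libraries lie between 6.90 and 8.93% and 3m libraries at 0%.

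Within P3, cycling and non-cycling astroglial cells of the same library were compared, to see what differs with division at a fixed age. Cycling cells (335, 477 and 500 per library, 6186452, 8591503 and 6257731 UMIs) had UMIs in at least 2 markers, and non-cycling cells (1460, 2383 and 2796, 13963536, 19372248 and 15706537 UMIs) had none. The median depths of the groups were 14781 and 6628 UMIs per cell. The groups were not matched for depth or sub-cluster, so depth, region and sub-type may contribute to their differences. With the 3 markers left out, 1280 of 13182 genes were higher and 1154 lower in cycling cells (edgeR with library as a block, thresholds as above). Counting cells with only 1 marker as cycling moved the total of 2434 most, to 1723 (1101 higher, 622 lower). The largest rises were *Hmmr* (log2(fold change) 8.12), *Ska1* (8.04), *Depdc1a* (7.81), *Aurkb* (7.68) and *Esco2* (7.63), and the first 3 were at 9.11, 8.72 and 9.38 without P3 replicate 3. *Mcm2*, from the proliferation list, was higher by 3.00. The largest falls were *Gfap* (-2.84), *Crym* (-2.73), *Entpd2* (-2.63), *Clu* (-2.21) and *Cldn10* (-2.08). Of these, *Crym* and *Gfap* were also among the 10 leading genes of P3 astroglial clusters 1 and 15, while the others led no cluster. Of the 9 mature genes, 8 were called lower in cycling cells (list median -1.48), all but *Bmp2k*. *Slc1a3* (-1.002) lost its call in 5 of 10 alternatives, with RLE scaling or DESeq2 (-0.98 each), with 1 marker (-0.79), and without P3 replicate 1 (-0.98) or P3 replicate 3 (-0.94), and *Gjb6* (-1.97) was at -2.99 without P3 replicate 2. *Fezf2* (-2.05) and *Rora* (-1.06) were the 2 of 6 transcription factor genes called lower, and *Rora* lost its call without P3 replicate 1 (-0.999) and with 1 marker (-0.81). Of the 10 immature genes, *Nes* was higher (1.07, with no call at 0.98 without P3 replicate 1 and at 0.97 with 1 marker) and *Sparc* lower (-1.56). *Olig2* missed the threshold at 1.00 and was called in 5 of 10 alternatives, at 1.02 with RLE scaling, 1.03 with DESeq2, 1.01 with the highest Scrublet scores left out, 1.07 without P3 replicate 2 and, also at 1.00 after rounding, without P3 replicate 1.

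The authors' pseudotime score places cells along 1 lineage that starts at cycling P3 cells, with an arbitrary unit. The median score of cells on it was 208 ± 6.11 at 3m (214.5, 203 and 205) and 152 ± 0.956 at P3 (151, 152 and 153), with no overlap (p = 0.1, the smallest possible, exact permutation test, two-sided). This score was computed from the same expression values that separate the ages. Cells on the lineage made up 92.0, 52.9 and 86.1% of astroglial cells in the 3m libraries and 53.9, 64.5 and 53.6% in the P3 libraries (p = 0.4, exact permutation test, two-sided). The difference in means of 19.7 percentage points was 12.2 without 3m replicate 1 and 31.7 without 3m replicate 2. Of 794 cells at 3m and 5100 at P3 on the lineage, 790 and 5089 had a bin. Of these, P3 cells filled bins 2 to 15 and 3m cells bins 15 to 19, apart from 4 cells of 3m replicate 2 in bins 11 to 14. Bin 15, the only other overlap, held 22 cells of 3m and 9 of P3.

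**Figure D4:**
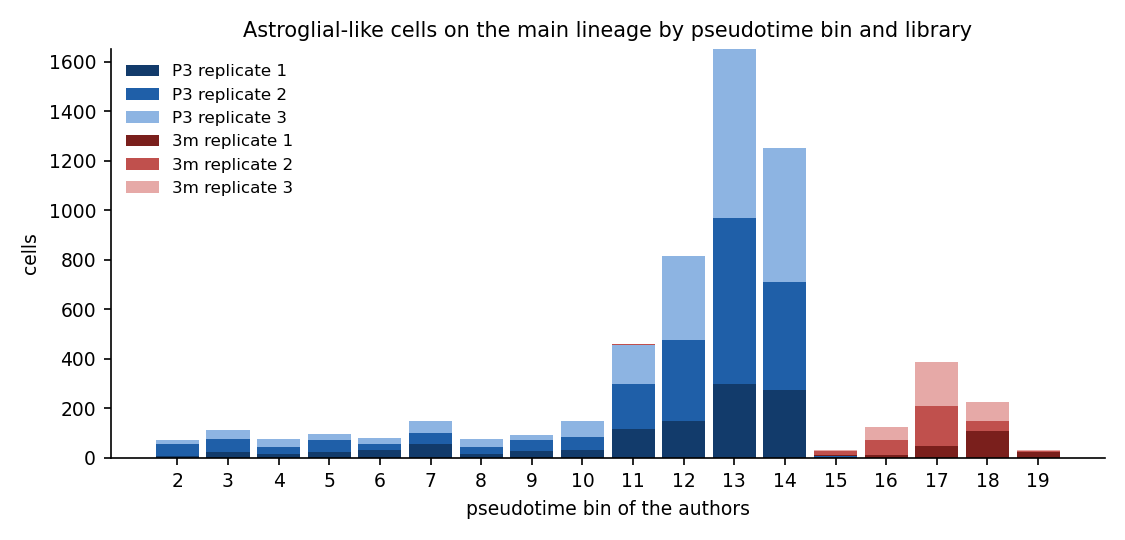
Number of cells per bin of the authors' pseudotime score, stacked by library. P3 libraries fill bins 2 to 15 and 3m libraries almost only bins 15 to 19, with 31 cells in bin 15.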

Values the study reported

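The study sequenced 16,690 cells from 3 preparations of each age and kept 14,373 after removing those of low quality. These formed 24 clusters, and 9992 cells were taken as astroglial. After re-clustering, sub-clusters 6 and 8 expressed *Mki67*, and 11 other early postnatal sub-clusters did not.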

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

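The tests of droplet content for both clusters were chosen only after the results were seen.

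Cluster 21, which the authors left unidentified for low marker expression and whose genes enter only the sums of all barcodes, had *Vtn* at 33216 CPM, where a count of 0 would have allowed up to 20.4 CPM. It drew attention as a signal in cells that no comparison of genes by cell type uses. Its 68 cells came from the 3m libraries (25, 22 and 21), with none at P3. *Rgs5* (5433 CPM), *Kcnj8* (1684 CPM) and *Pdgfrb* (1657 CPM), from the pericyte markers fixed beforehand, were present as well. In the cluster named pericytes, *Vtn* was at 4531 CPM at P3 and 5230.0 CPM at 3m, the latter from 16 cells, and as *Vtn* is also among the 10 leading genes of cluster 21 by fold, its higher value there decides nothing about the source. The median cell had 0.366 times the median UMIs of the cells kept in its library, a value that goes with droplets of low content. Both re-clusterings made here named a cluster of 68 cells as pericytes from the fixed markers, which goes with pericytes as a source. Low content alone does not identify a cell type. Whether they are pericytes that lost RNA or another type of vascular cell that differs between the ages stays open and was not tested.

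Cluster 23, also left unidentified by the authors and also outside the comparisons of genes by cell type, had *Tmem212* at 2563 CPM, where a count of 0 would have allowed up to 4.95 CPM. *Ccdc153* (2522 CPM), *Rsph1* (1316 CPM) and *Foxj1* (675 CPM), ependymal markers fixed beforehand with *Tmem212*, were present too. Of its 45 cells, 14 came from 3m replicate 2, 27 from P3 replicate 2, 3 from P3 replicate 3 and 1 from P3 replicate 1. The median cell had 2.08 times the median UMIs of the cells kept in its library, which argues against droplets of low content. Ependymal cells taken along in some dissections are a candidate source, and so are droplets with more than 1 cell. With the highest Scrublet scores left out, the cluster held 1.02% of the cells of 3m replicate 2 in place of 1.001%, so these scores did not mark its cells there, and at P3, where Scrublet has not worked, they decide nothing. Both sources stay open, and both ages contributed cells.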

How the results depend on the processing

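Alternatives chosen only after the data were seen were the highest Scrublet scores left out, telencephalic sub-clusters alone, cells of at least 2000 UMIs, cluster 19 left out or put in, the nearest cluster with the usual filter, 1 marker in unthinned cells, and libraries left out for pseudotime.

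Across 13 reported alternatives, genes called between the ages in all barcodes numbered 4404 to 5849 (4700 to 5587 with 1 library left out). Across 22 in astroglial cells they numbered 2733 to 4932 (3234 to 4257), and across 10 for cycling cells 1723 to 2857 (2380 to 2541). Of the values of single genes, 668 of 702 in all barcodes, 1058 of 1103 in astroglial cells and 346 of 360 for cycling cells kept their direction and their side of the threshold. The others were 18, 24 and 5 that gained a call, 8, 16 and 9 that lost one, and 8, 5 and 0 that changed sign.

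Thinning left 2733 calls in astroglial cells, 1300.0 of them lower, with fewer genes tested. The stricter cell filter left 1322 genes called higher, with 12, 137 and 88 astroglial cells in the 3m libraries and 50876 UMIs in 3m replicate 1, so its values rest on little data there. Counting cells with only 1 marker as cycling left 622 genes lower in cycling cells, by construction a wider group.

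In astroglial cells *Sparc* was at -1.05 in telencephalic sub-clusters and between -0.74 and 0.81 with 1 library left out. *Eif2s3y* was at -0.15 under the stricter filter. *Hba-a1* was at -0.64 with clusters of log-normalised values and between -7.37 and 1.15 with 1 library left out. The haemoglobin list, never called, changed direction (0.552 to 0.751 by camera with 1 library left out). With the estimated correlation the immature list (0.0815, in a range of 1.53e-06 to 0.0815 over its reported alternatives) and transcription factor list (0.0701, in a range of 3.66e-05 to 0.0701) were not called. In each of these the cause was not tested.

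In all barcodes past the cell filter, *Olig2* (0.089), *Aqp4* (-0.39) and *Dbx2* (-0.042) changed sign. *Aqp4* was at -0.085 without scaling. With 1 library left out *Olig2* lay between -0.31 and 0.058 and *Aqp4* between -0.088 and 0.23. *Nfia* was called without 3m replicate 2 (-1.09) or P3 replicate 1 (-1.03), *Nfib* without scaling (-1.07), and *Sparc* in 8 of 13 alternatives, among them past the cell filter (-1.51), without scaling (-1.19), and without 3m replicate 2 (-1.38) or P3 replicate 2 (-1.19). *Ddx3y* was called in 6 of 13, among them past the cell filter (1.10), and without 3m replicate 2 (1.02), 3m replicate 3 (1.10) or P3 replicate 1 (1.17). *Id1* lost its call without P3 replicate 1 (-0.92). *Fezf2* lost it without 3m replicate 1 (1.15), 3m replicate 3 (1.21), P3 replicate 1 (1.13) or P3 replicate 2 (1.201). The cause was not tested.

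Differences in shares are 3m minus P3 in percentage points. Under the stricter filter they were -64.4 for astroglial cells, 0.326 for oligodendrocyte precursors (a change of sign) and 5.88 for microglia. That filter left 82 cells in 3m replicate 1, of which 15.9% were microglia and 2.44% precursors, against 2.50 and 2.46% microglia and 1.11 and 0.189% precursors in the other 3m libraries. Without a mitochondrial filter and with nearest clusters they were -32.3 for astroglial cells, 42.7 for oligodendrocytes, -0.843 for precursors, 0.421 for microglia and 1.74 for cluster 20, also a change of sign. Nearest clusters with the usual filter gave -0.767 for precursors. Assigned this way, cluster 21 held a mean of 1.39% of P3 cells with the usual filter (difference 1.56). Without a mitochondrial filter it held 1.70% of P3 barcodes (difference 0.603). By nearest cluster, 21.4, 14.6 and 16.7% of 3m barcodes with at least 10% mitochondrial UMIs and over 200 genes were oligodendrocytes. At 3m the mitochondrial filter thus removed mostly other barcodes, which goes with the smaller oligodendrocyte difference without it. Other causes were not tested. For pericytes finer clustering gave -3.24 and log-normalised values -3.25. Each of these runs named a further cluster of 68 cells as pericytes, and with finer clustering the 3m shares (3.87, 1.86 and 2.74%) are the sums of those of pericytes and of cluster 21. The difference in cycling cells was -15.2 unthinned, -15.3 with 1 marker and -25.2 with both, which by construction admit more cells. The mitochondrial difference over all barcodes was 5.04, since the filter removes high values.

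Replicates with the same number at the 2 ages were not taken as pairs. Their correlations across genes, after the mean of each age was removed, were 0.529, 0.464 and 0.00500 in all barcodes and 0.226, 0.113 and 0.0570 in astroglial cells, and in each the last is below the limit of 0.1 set for pairing. A batch shared by replicates 1 or by replicates 2 stays open. With the number as a block, 5483 genes were called in all barcodes and 4420.0 in astroglial cells, the immature list had an adjusted p of 4.34e-05, and of the named genes *Sparc* (-1.003) and *Ddx3y* (1.001) gained a call in all barcodes.

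Of the 10 splits of 6 libraries, 1 gave as many calls in all barcodes and 1 in astroglial cells, and 1 gave as small a p for the proliferation list, 2 for the immature list, 1 for the mature list and 2 for the transcription factor list, the real split included. For cycling cells 1 of 10 splits of the 6 sums gave as many calls. It is 1 of 4 that part the sums of every library, while each of the other 6 parts only 1 library. With 10 splits the share is never under 0.1, so these counts alone cannot exclude chance. The design does not fix the 2 splits of the immature and transcription factor lists. For these, 3m replicates 1 and 3 with P3 replicate 3 gave p = 7.82e-05 and 1.17e-05, against 0.000137 and 0.000215 for the real split (limma camera, preset correlation). The mature list had a p of at most 0.0157 in every split by the same test. Small p-values at the preset correlation thus also arose in splits that mix the ages.

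Depth limits the 3m side of the astroglial comparison, where the smallest library had 1157485 UMIs and genes with 0 UMIs at 3m have bounds only.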

Other observations

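The tests on scaling before clustering, on free RNA in cluster 12 and on *Pcp2*, and the alternative of telencephalic sub-clusters alone, were chosen only after the results were seen.

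Genes called higher at 3m in all barcodes but not in astroglial cells may reflect oligodendrocyte RNA in the 3m preparations. Of these, 48.4% had an oligodendrocyte CPM over 5 times the astroglial one, against 9.42% of all tested genes, and 41.4% did among those also tested in astroglial cells. The other genes of this set stay open, and an age difference in cells other than these types was not tested.

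Immediate early genes were higher at P3 in astroglial cells by a median of 3.22 on the log2 scale, from pooled CPM with 5 CPM added to each. In microglia of the same preparations (60 cells at 3m, 124 at P3) the median was -0.17, with mean CPM of the list at 967, 1137 and 1357 in the 3m libraries and 1073, 1150.3 and 1091 in the P3 libraries. Microglia thus gave no sign of a response to handling that differs between the ages. The list was higher in microglia than in astroglial cells at both ages (14.6 to 22.1 CPM in 3m and 365 to 460 CPM in P3 astroglial libraries). A response already high in microglia at both ages would show no difference, so microglia cannot exclude a response shared by all cells. The medians of oligodendrocyte precursors (0.31) and pericytes (-0.01) rest on 13 and 16 cells at 3m. In pericytes the mean CPM of the list were 410.1, 11.5 and 13.5 in the 3m libraries and 302, 215 and 334 in the P3 libraries, so that 2 of 3 libraries at 3m were lower than all at P3. A response to dissociation that differs between the ages in some cell types and an age difference in the tissue both stay open, untested.

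*Sparc* was highest among the 3m libraries in replicate 2, which also held 168 of the 202 cells of sub-cluster 13. Without that sub-cluster its CPM there fell from 1222 to 613, still above 123.4 and 182 in replicates 1 and 3. This argues against the sub-cluster as the whole cause. With telencephalic sub-clusters alone, which leaves out sub-clusters 13 and 16, the log2(fold change) between the ages was -1.05 in place of 0.45. That alternative also left out sub-clusters of P3, keeping 1834, 2197 and 1837 of 1985, 3103 and 3786 cells, so both sides of the ratio changed. The change can therefore not be assigned to replicate 2 alone. More cells from other regions in that preparation stay open as a hypothesis, and no biological explanation was tested.

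Sub-cluster 14 took 182 of its 184 cells from 3m replicate 1. Across 4122 genes, the deviations of this library from the other 3m libraries in astroglial cells and in oligodendrocytes had a correlation of 0.583, against 0.425 and 0.364 for replicates 2 and 3, and genes are not independent replicates. Of 59 genes over 2-fold apart in astroglial cells, 54 moved the same way in oligodendrocytes. A shift of the whole library may thus contribute to this sub-cluster. With log-normalised values, 83.5% of the oligodendrocytes of 3m replicate 1 joined the cluster that held most of the others, against 3.38% with SCTransform, so scaling before clustering is a candidate cause of their separate cluster. What shifted the library stays open, and no biological explanation was tested.

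Cluster 12 took 346 of its 349 cells from P3 replicate 3, with a median of 1251 UMIs. Its endothelial markers were at 1.52 times and its astroglial markers at 1.19 times their level in all barcodes of that library, while erythroid markers were at 10.5 times theirs. Droplets with free RNA of several cell types, and with RNA of red blood cells, may form this cluster. Endothelial cells carrying much free RNA stay open, and no biological explanation was tested.

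*Pcp2* led the neuronal cluster, with 99.2% of its 519 UMIs in P3 replicate 2 in cells of that cluster, which held 0.638% of the UMIs of the library. This argues against free RNA or a mixed sample spread over the library. The UMIs lay in 6 of 23 neuronal cells of P3 replicate 2, and 0 of 14 and 0 of 16 such cells in P3 replicates 1 and 3 had any. Tissue from outside the striatum in 1 preparation stays open, untested.

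Some P3 sub-clusters also came mostly from 1 library. P3 replicate 1 gave 1156 of 1211 cells of sub-cluster 1, and P3 replicate 3 gave 719 of 735 cells of sub-cluster 4 and 273 of 284 of sub-cluster 12.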
